A study of Branchiostoma lanceolatum with 17 samples. Its data were reported in "Amphioxus functional genomics and the origins of vertebrate gene regulation" (2018).

How the data were processed

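Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out on whole embryos of the Mediterranean amphioxus, Branchiostoma lanceolatum, with antibodies against 3 histone modifications: H3K4me3, a mark of active promoters; H3K27ac, a mark of active promoters and enhancers; and H3K27me3, a mark of Polycomb repression. The 17 libraries analysed here came from embryos at 8, 15 and 36 h post fertilisation. Of the 9 combinations of mark and stage, 8 had 2 libraries and H3K27me3 at 8 h had 1. Groups and replicate numbers were taken from the sample titles.

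The authors deposited 1 list of peak summits per library, with peaks called on each library and replicates not pooled. According to the methods of the study, reads were aligned with Bowtie2 to the authors' own draft assembly and peaks were called with MACS2 under default parameters. The peak names and the whole-number scores of the lists have the form that the older MACS 1.4 writes, so the caller version behind the lists is not settled. Whether an input control was used is not given in the sources used here. Each line of a list gives a scaffold, a summit position and a score. In the deposited lists the score was read as signal, the height of the read pileup at the summit, because all scores were whole numbers. It is the authors' value, is not scaled to library size, and was used here to describe, rank or filter summits within a list; where heights are compared between lists, in the division by highest height and in the closing tests of a height limit, they are unscaled. Coordinates are those of the authors' assembly, counted from 1, on scaffolds whose names begin with Sc, xfSc or xpSc. No genome or annotation of that assembly was used here, so summits were not assigned to genes. A table of gene names made for a different assembly of the species was left out because its sequences share no names with the scaffolds.

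The lists held 160126 summits on 2911 scaffolds. The lists do not give the number of reads per library, and the read numbers published with the study were not used here, so the depth is described by the number of summits and by their heights. A longer list can come from more reads, a lower calling limit or more marked sites, and these cannot be separated from the lists alone. Confidence intervals of shares (95%, Wilson, or exact Clopper-Pearson for H3K27me3 near other marks) cover counting error only, and neighbouring summits are not independent.

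Summits of 2 lists counted as shared within 500 bp. The similarity of 2 libraries was the percentage of all summits of both lists with a summit of the other list within that distance. A reproducible summit was a summit of replicate 1 with a summit of replicate 2 within 500 bp. Regions were formed by joining the summits of all libraries of a mark at gaps of up to 500 bp, and a stage-restricted region held summits of both replicates of 1 stage and of no library of the mark at another stage. Clustering was the percentage of summits with another summit of the same list within 1000 bp. Values to be seen by chance came from 100 circular shifts of the summits along each scaffold, with the last summit over all lists as the scaffold end. The shifts keep the spacing of summits but treat all positions as equally callable.

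Marks were compared on the log2 number of summits and on clustering by exact two-sided permutation tests, with labels exchanged only within a stage. Replicate similarity was compared with the similarity of libraries from different stages by an exact one-sided permutation test over all splits of the libraries of a mark into stages. A single mark gives 15 splits and a smallest p of 0.0667, so it cannot reach 0.05, and the marks were also combined over 3375 arrangements. Shares of H3K27me3 summits near other marks were compared by an exact two-sided sign-flip permutation test over 5 libraries, which cannot go below 0.0625. Benjamini-Hochberg adjusted values are given over the 12 tests set beforehand; p-values of tests and alternatives added later are not adjusted. The regions named below were set by rule: the joined region of every library with the best worst rank by height, for each mark; the stage-restricted region with the best worst rank, for each mark and stage with 2 libraries; and the fixed 100 kb window with the most reproducible summits. Tests, named regions and most alternatives were set before the data were examined.

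Alternatives were other sharing distances (200 and 1000 bp), other neighbour distances (500 and 2000 bp), a score of 5 or more, scaffolds beginning with Sc only, lists shortened to equal lengths by score (within a replicate pair for concordance, otherwise over the lists compared), summits merged within 1000 bp, a replicate block, all summits in place of reproducible ones, and leaving out each library in turn. The score minimum removed 15 summits, all from 1 library, and so tested next to nothing; the top 50% of each list by score was therefore added after the data were seen. A division of the H3K4me3 and H3K27ac libraries by their highest summit height, under 200 or above it, was also noticed in the data, and comparisons within each side of it were added.

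The code was tested on simulated lists before use. In 20 simulated sets with 11432 summits per list, the median length of the H3K27ac lists, the largest error of the replicate similarity was 0.156 percentage points. Only this length was taken from H3K27ac. All lists of a set had the same length and positions were drawn at random along scaffolds. Unequal lengths and clustering were therefore not tested. The planted stages ranked first among the splits in 20 sets. A median of 321 regions was found where 300 stage-restricted regions had been planted, and the source of the excess was not measured. Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.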

Results

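The chromatin of amphioxus embryos was profiled at 8, 15 and 36 h post fertilisation to find where active and repressed regulatory regions lie and how they change as the embryo develops. The 17 summit lists held between 1613 summits (H3K27me3 at 15 h, replicate 2) and 21169 summits (H3K27ac at 15 h, replicate 1). The median summit height within a list ranged from 8 in the H3K27me3 library of 8 h to 143 in H3K4me3 at 36 h, replicate 1. No library was a copy of another: at most 2.55% of the summits of a pair lay at identical positions, in the H3K4me3 libraries of 36 h, and at most 1.07% in pairs of different marks.

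The first comparison asked whether the marks differed in the number of summits. H3K4me3 lists held 10889.5 ± 943 summits at 8 h, 11820.0 ± 3642 at 15 h and 9773 ± 14.1 at 36 h (mean ± SD, n = 2 libraries at each stage). H3K27ac lists held 12177 ± 6852 summits at 8 h, 18345 ± 3994 at 15 h and 7315.5 ± 40.3 at 36 h (n = 2 each). H3K27me3 lists held 11196 summits in the single library of 8 h, 2104 ± 694 at 15 h and 2041 ± 242 at 36 h (n = 2 each). Averaged over stages, H3K27ac and H3K4me3 differed by 0.09 on the log2 scale, less than the spread between replicates at 8 and 15 h (exact permutation p = 0.713, adjusted 0.713). The direction of this average changed when H3K27ac at 8 h, replicate 1 (-0.11) or H3K4me3 at 15 h, replicate 2 (-0.02) was left out. The average joins opposite differences: 0.04 at 8 h, 0.65 at 15 h and -0.42 at 36 h. At 36 h the replicates of each mark lay close together and the marks differed by more than that spread. H3K27me3 lists were shorter than H3K4me3 lists by a log2 difference of -1.57 (exact permutation p = 0.0370, adjusted 0.114) and shorter than H3K27ac lists by -1.66 (exact permutation p = 0.0370, adjusted 0.114), so neither difference held after adjustment. The library of 8 h moved both differences most: without it they were -2.38 and -2.50, each with an exact permutation p of 0.0556, the smallest that the remaining 36 arrangements allow.

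**Figure D1:**
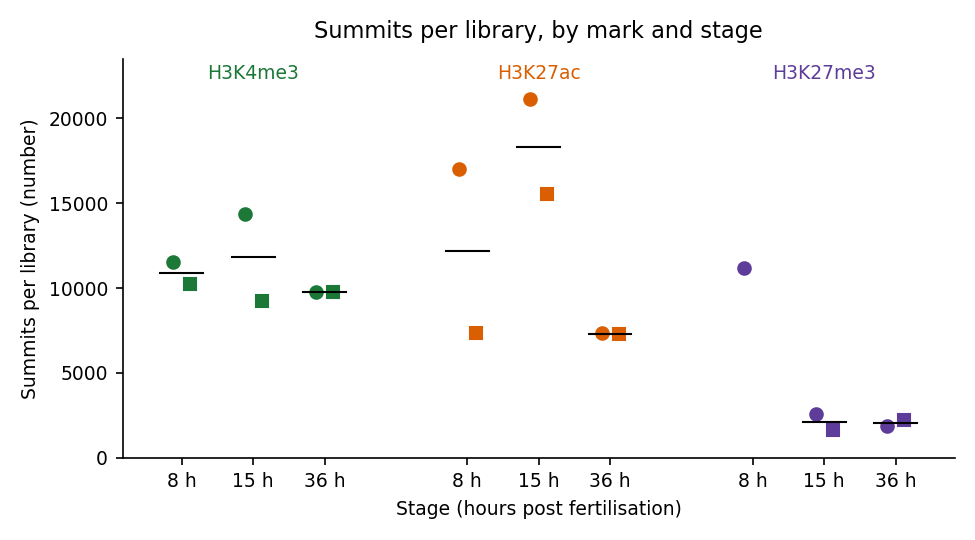
Number of summits in each deposited list (vertical axis) by mark and by stage in hours post fertilisation (horizontal axis); circles are replicate 1, squares replicate 2, and black lines the mean of 2 libraries. The 36 h replicates lie close together, whereas the H3K27ac replicates of 8 h differ, at 17022 and 7332 summits.

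The H3K4me3 and H3K27ac libraries were divided by their highest summit height, a division defined from the data. In 6 of these libraries the highest summit stood between 162 and 192, and in the other 6 between 234 and 335. Both libraries of 15 h were on the low side and both of 36 h on the high side for each mark, while at 8 h replicate 1 was low and replicate 2 high. Stage and side can therefore be separated only through the 8 h libraries. Within stage and side, the log2 difference in the number of summits between H3K27ac and H3K4me3 was 0.08 (exact permutation p = 0.806). Over all pairings of libraries of the same stage and side, H3K27ac had the longer list in all 5 pairings of the low side, with log2 ratios from 0.11 to 1.20, and the shorter list in all 5 of the high side, from -0.48 to -0.41.

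Clustering of summits was compared because broad domains can be listed as several neighbouring summits. The share of summits with a neighbour within 1000 bp was 10.7% ± 10.8 in H3K4me3 (SD, n = 6), 15.7% ± 15.6 in H3K27ac (n = 6) and 12.2% ± 17.7 in H3K27me3 (n = 5). Averaged over stages, H3K27me3 exceeded H3K4me3 by 6.24 percentage points (exact permutation p = 0.611, adjusted 0.667) and H3K27ac exceeded H3K4me3 by 4.95 points (exact permutation p = 0.481, adjusted 0.578). Both differences were within the spread of the libraries. The sign of the H3K27me3 difference rested on the 8 h library, in which 40.8% of summits had a neighbour: without it the difference was -7.51 points. Without H3K27ac at 8 h, replicate 1, the H3K27ac difference was 0.09 points.

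Replicates were then compared with libraries of other stages, to ask whether summit positions changed with stage by more than they differed between replicates. In H3K4me3 the replicate pairs shared 63.2% of summits at 8 h, 67.2% at 15 h and 91.8% at 36 h, against 67.8% on average for the 12 pairs of different stages (range 59.1% to 75.6%). In H3K27ac they shared 53.1%, 60.2% and 76.7%, against 42.6% for pairs of different stages (34.3% to 53.7%). In H3K27me3 they shared 24.2% at 15 h and 21.7% at 36 h, against 18.6% for the 8 pairs of different stages (13.7% to 22.7%). Shifted summits were shared at 6.27% or less on average in every pair. Replicates exceeded different stages by 20.8 points in H3K27ac and by 4.37 points in H3K27me3, each the highest of 15 splits (one-sided exact permutation p = 0.0667, adjusted 0.114, the smallest possible). With all lists of a mark at one length the excess was 20.0 points in H3K27ac (exact permutation p = 0.0667), but in H3K27me3 it was 3.08 points (exact permutation p = 0.267), where the pair of 8 h and 15 h, replicate 1, at 24.7%, exceeded both replicate pairs (20.2% and 21.8%). The excess in H3K4me3 was 6.27 points (one-sided exact permutation p = 0.133, adjusted 0.200), and it rested on the 36 h pair: without replicate 1 or replicate 2 of 36 h it was -2.64 or -2.70 points. H3K4me3 at 8 h, replicate 2, shared more summits with the libraries of 36 h (75.5% and 75.6%) than with the other library of its own stage.

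Over the 3 marks together, replicates exceeded different stages by 10.5 points (one-sided exact permutation p = 0.00237, adjusted 0.0284), the only one of the 12 tests to hold after adjustment. Among the choices fixed beforehand, leaving out libraries aside, shortening all lists to one length moved it most, to 12.3 points. Leaving out each library in turn gave 7.48 to 13.1 points. Within each side of the division by summit height, in H3K4me3 and H3K27ac, replicates exceeded libraries of a different stage by 13.6 points (one-sided exact permutation p = 0.0247 over 81 arrangements). Each set held a replicate pair and 1 library of 8 h, so 15 h was not compared with 36 h. In H3K4me3 on the low side the replicate pair, at 67.2%, lay between its pairs with 8 h, at 61.7% and 71.8%. In each of the other sets the replicate pair exceeded both pairs with 8 h.

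**Figure D2:**
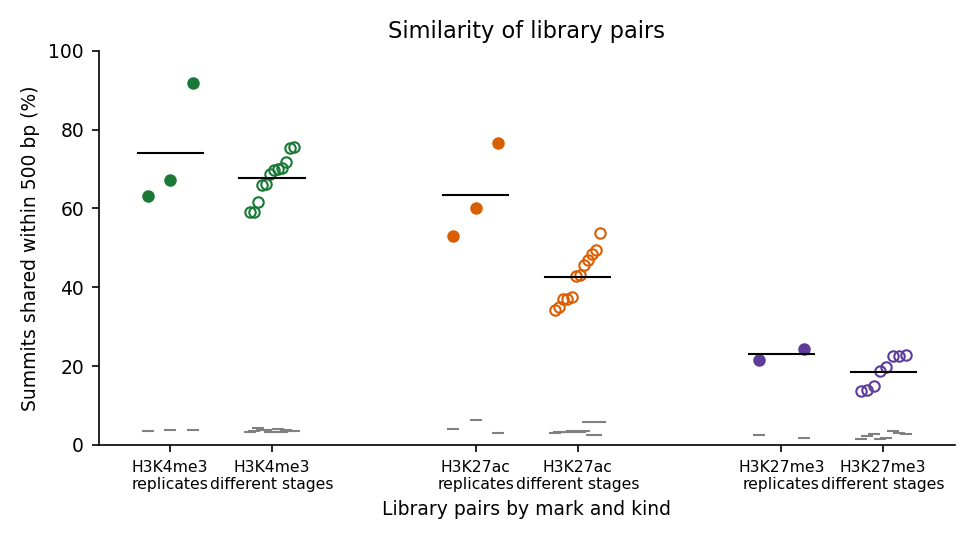
Percentage of summits shared within 500 bp (vertical axis) for every pair of libraries of a mark, split into replicate pairs (filled circles) and pairs of different stages (open circles); black lines are means and grey dashes the chance value of each pair from shifted summits. The 3 H3K4me3 replicate pairs, from 63.2% to 91.8%, overlap the range of the different-stage pairs.

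Regions found in exactly 2 libraries of a mark gave a further measure of change with stage. In H3K4me3 there were on average 472 such regions per replicate pair and 159 per pair of different stages, a log2 ratio of 1.57, with 3 of the 15 splits as large; 3 pairs of different stages (481, 552 and 614) exceeded the replicate pairs of 8 and 15 h (140 and 304). In H3K27ac there were 1388 and 214, a log2 ratio of 2.69, the highest of the 15 splits, although 8 h, replicate 1, had 1033 with 15 h, replicate 1, and 863 with replicate 2, where the replicate pairs of 8 and 36 h had 971 and 739. In H3K27me3 there were 100.5 and 230.0, a log2 ratio of -1.19, with 13 of the 15 splits as large. The sign rested on the 8 h library: with regions formed without it there were 209 and 171, a log2 ratio of 0.29. The mean log2 ratio over marks was 1.02 (one-sided exact permutation p = 0.0430, adjusted 0.114), which did not hold after adjustment. At equal list lengths it was 1.98, and without the H3K27me3 library of 8 h it was 1.52. Leaving out either H3K4me3 library of 36 h lowered it most, to 0.39 without replicate 1 and 0.38 without replicate 2, and leaving out H3K27ac at 15 h lowered it to 0.61 without replicate 1 and 0.50 without replicate 2.

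Stage-restricted regions numbered 140 at 8 h, 304 at 15 h and 973 at 36 h in H3K4me3, which were 2.03%, 3.94% and 10.8% of the regions found in both libraries of the stage. In H3K27ac they numbered 971, 2455 and 739, or 15.1%, 23.2% and 13.0%. In H3K27me3 they numbered 92 at 15 h and 109 at 36 h, or 16.9% and 22.2%. The order of the stages in H3K27ac depended on list length: at equal lengths there were 859, 677 and 1415 regions. All 6 libraries shared 5551 H3K4me3 regions and 2863 H3K27ac regions, and all 5 H3K27me3 libraries shared 100.

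The H3K4me3 region of every library with the best worst rank lay on scaffold Sc0000000 from 8970520 to 8970604, with summit heights from 172 to 334, within the top 0.061% of each list. For H3K27ac it lay on Sc0000274 from 250137 to 250201, within the top 0.327%, and for H3K27me3 on Sc0000096 from 159547 to 159682, within the top 0.563%. Heights near the ceiling of a list tie easily, so these ranks are coarse. Among stage-restricted regions, those of 15 h in H3K4me3 (Sc0000160, 48225 to 48243, top 3.99%) and in H3K27ac (Sc0000160, 48242 to 48244, top 0.501%) overlapped. The stage-restricted H3K4me3 regions of best worst rank were on Sc0000014 from 544632 to 544644 at 8 h (top 10.5%) and on Sc0000071 from 1141122 to 1141135 at 36 h (top 0.707%). For H3K27ac they were on Sc0000033 from 1471593 to 1471800 at 8 h (top 3.68%, tied with 1 other region) and on Sc0000765 from 10563 to 10591 at 36 h (top 0.272%). For H3K27me3 they were on Sc0000725 from 9011 to 9920 at 15 h (top 0.558%) and on Sc0000055 from 1297532 to 1297550 at 36 h (top 1.54%). What the genome holds at these places was not analysed here.

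The 100 kb window with the most reproducible H3K4me3 summits was on Sc0000004 from 5800001 to 5900000, with 6 at 8 h, 12 at 15 h and 11 at 36 h. For H3K27ac it was on Sc0000018 from 3100001 to 3200000, with 5, 20 and 6. For H3K27me3 it was on Sc0000000 from 1900001 to 2000000, with 5 at 15 h and 7 at 36 h. The median window with any reproducible summit had a mean over stages of 1.67 for H3K4me3 and for H3K27ac, and 0.50 for H3K27me3.

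The next comparison asked how often H3K27ac summits coincided with H3K4me3, as at promoters, and whether this changed with stage. The share of H3K27ac summits within 500 bp of a reproducible H3K4me3 summit was 39.8% ± 17.1 at 8 h, 32.4% ± 3.29 at 15 h and 67.4% ± 1.50 at 36 h (SD, n = 2 each), and shifted summits gave 2.14% to 3.05%. The 36 h share exceeded the 15 h share by 34.9 points, but the stages did not separate beyond the other splits of the 6 libraries (exact permutation p = 0.200, one-sided on the sum of squares, adjusted 0.267). The difference depended strongly on list length and was 9.36 points at equal lengths, where the stages gave the highest of the 15 splits (exact permutation p = 0.0667, the smallest possible). At 8 h the library of the low side had 27.7% (Wilson 95% interval 27.1 to 28.4) and that of the high side 52.0% (50.8 to 53.1). Stage and side cannot be told apart for the difference between 15 and 36 h, since all libraries of 15 h were low and all of 36 h high. Within every H3K27ac library the share was higher in the top 25% of summits by height (52.1% to 92.6%) than in the bottom 25% (11.5% to 32.5%).

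The last comparison set H3K27me3 against both active marks. At 8 h, 17 of 11196 H3K27me3 summits (0.152%, exact 95% interval 0.0885 to 0.243) lay near a reproducible H3K4me3 summit, where shifts gave 1.59%, and 28 (0.25%, 0.166 to 0.361) lay near H3K27ac, where shifts gave 1.47%. At 15 h the shares near H3K4me3 were 2.00% and 1.67%, against 2.14% and 2.17% by chance. Those near H3K27ac at 15 h were 4.28% and 3.10%, against 3.33% and 3.06%; the first of these lay above the highest of 100 shifts, 4.20%. At 36 h the shares near H3K4me3 were 2.35% and 2.40%, against 2.45% and 2.52%, and near H3K27ac 1.66% and 1.54%, against 1.55% and 1.60%. Relative to chance, H3K27me3 summits lay near H3K4me3 less often than near H3K27ac in 5 of 5 libraries, by -0.42 points on average (two-sided exact permutation p = 0.0625, adjusted 0.114, the smallest possible). The smallest difference was -0.067 points, at 36 h, replicate 2. The shifts of that library had SDs of 0.35 points for H3K4me3 and 0.31 for H3K27ac, so its sign is weakly held. The signs depended on the setting. With sharing within 200 bp the difference was negative in 5 of 5 libraries (mean -0.38 points). The exact permutation p was also 0.0625 with equal list lengths (mean -0.16 points), Sc scaffolds only (-0.47) and merged summits (-0.33). The signs were mixed with sharing within 1000 bp, negative in 3 of 5 libraries (mean -0.32 points). They were also mixed with all summits of both replicates of the other mark, negative in 2 of 5 (mean -0.46 points). Each of these mixed settings had an exact permutation p of 0.625. Without H3K4me3 at 15 h, replicate 2, the mean was 0.0067 points, and without H3K27ac at 15 h, replicate 2, it was -1.77 points. Leaving out a library of an active mark also made all summits of the remaining replicate the reference, in place of reproducible ones. These changes therefore do not show that the mean rested on a single library.

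**Figure D3:**
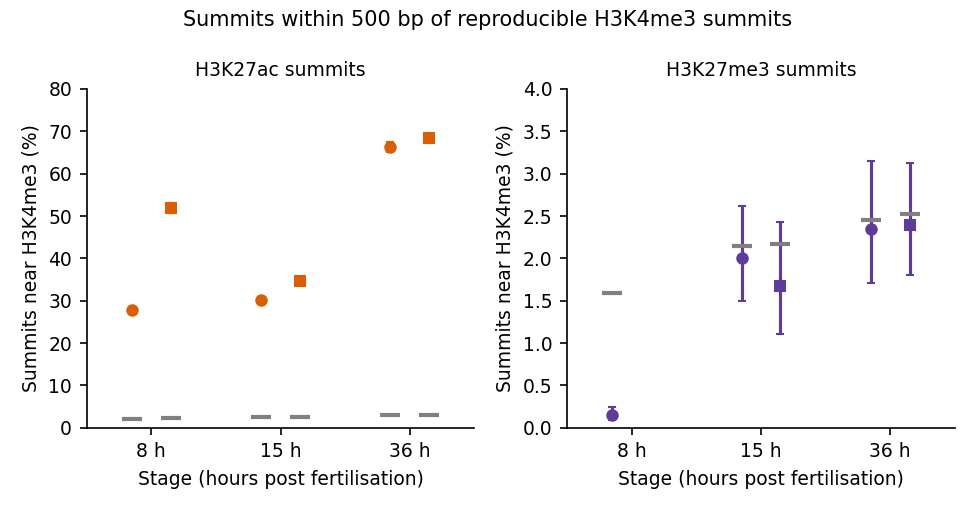
Percentage of H3K27ac summits (left) and H3K27me3 summits (right, on its own scale) within 500 bp of a reproducible H3K4me3 summit, by stage in hours post fertilisation; circles are replicate 1, squares replicate 2, bars 95% binomial intervals (counting error only, smaller than the symbols on the left) and grey dashes the chance value. H3K27ac lies far above chance in all 6 libraries, and H3K27me3 lies below it at 8 h, at 0.152% against 1.59%.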

Values the study reported

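The study reported 88,391 putative regulatory elements from chromatin accessibility and 20,569 protein-coding genes with orthology support. The assembly to which the reads were aligned was given a total size of 495.4 Mbp and a scaffold N50 of 1.29 Mbp.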

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

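Of the tests in this part, those of the whole lowest 25% of summits and of merged lists by stage were set before their results were seen; the others were chosen afterwards.

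The H3K27me3 library of 8 h listed 11196 summits, far from the other 4 H3K27me3 libraries, which listed 1613 to 2595. It was the only extreme value among 9 such checks, and chance alone would mark about 1 check in 20. Several technical sources were weighed. Chance calls as the whole of its lowest 25% by height are argued against, since 16.1% of these lay within 500 bp of another H3K27me3 list, against 2.98% for shifted summits (highest of 100 shifts, 3.50%). For the remaining 83.9%, chance calls cannot be told apart from sites that the shorter lists miss; in the highest 25% the share near another list was 42.9%. Broad domains listed as several summits up to 1000 bp apart do not account for the number. Merging within 1000 bp left 8505 summits, 3.63 times the highest merged number of the others. Broad domains with summits further apart than 1000 bp were not tested. Chromatin of another mark, through contamination or a wrong label, is also argued against: at most 0.25% of its summits lay near reproducible H3K4me3 or H3K27ac summits of 8 h, below chance, while 41.4% to 55.9% of the summits of the other H3K27me3 libraries lay near its own. A lower limit on summit height (its lowest was 4) is argued against relative to 15 h, replicate 1, and both libraries of 36 h: at or above the lowest height of each it had 2.95 to 3.49 times as many summits. Relative to 15 h, replicate 2, whose lowest height was 19, the ratio was 0.0316, with 51 summits against 1613. This test cannot decide on such a limit, since the median heights were 8 in the 8 h library and 36 in that library. Heights are not scaled to library size, so a limit relative to background stays open, as does the stage itself, which may differ in the extent of H3K27me3. With 1 library at 8 h these were not tested. A larger number of reads was not weighed, because the read numbers published with the study, which bear on it, were not used here. A difference in the calling step was not weighed either. The smallest spacing within a list was 121 bp in the 8 h library and 184 bp in 15 h, replicate 1. It was 723 bp in 15 h, replicate 2, and 638 and 543 bp in the libraries of 36 h.

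H3K27ac and H3K4me3 differed in list length in opposite directions at 2 stages. Over all 4 pairings of libraries the log2 ratio of H3K27ac to H3K4me3 was positive at 15 h (mean 0.65, from 0.11 to 1.20) and negative at 36 h (mean -0.42, from -0.42 to -0.41). The difference between 15 and 36 h was 1.07 (exact permutation p = 0.0556 over 36 arrangements with marks exchanged within each stage, the smallest possible), and that of 8 h from 36 h and from 15 h was 0.46 (exact permutation p = 0.611) and -0.61 (p = 0.444). Exchanging marks assumes no difference between the marks at either stage. Neighbouring summits are not the source: after merging, the mean was 0.59 at 15 h and -0.40 at 36 h. A technical difference behind the division by highest summit height is a candidate explanation, because at 8 h, within 1 stage, the pair on the low side had a log2 ratio of 0.56 and the pair on the high side -0.48, a difference of 1.04. That is a contrast between single pairs, noticed in these data. At 15 and 36 h the division coincides with stage, so a change in H3K27ac between these stages stays open too.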

How the results depend on the processing

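The top 50% of each list by score and the comparisons within a side of the height division were chosen after seeing the data, as were equal lengths within each mark for the similarity over all marks. Leaving each library out in turn aside, every one of the 12 tested results kept its direction under every alternative run. The threshold in this part is an unadjusted p of 0.05; after adjustment only the similarity over all marks held. The only changes in side of the threshold came with the replicate block.

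With the replicate block, libraries of the same stage and replicate number paired, the H3K27me3 list lengths differed from H3K4me3 by -1.91 and from H3K27ac by -2.12 on the log2 scale, each with an exact permutation p of 0.0625, the smallest that 5 pairs allow. The replicate numbers were not taken to pair the libraries: over 7 pairs of marks, correlations of replicate differences in 100 kb windows ran from -0.02 to 0.15. At 8 h, however, the number goes with the side of the height division in H3K4me3 and H3K27ac, and replicate 1 had the longer list in 7 of 8 groups with 2 libraries. The block was run for 6 of the 12 results and left the other 4 of these on their side of the threshold, although H3K27me3 clustering against H3K4me3 moved to 0.11 points (exact permutation p = 1), and for H3K27ac near H3K4me3 its 6 arrangements cannot reach the threshold.

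Leaving out each library in turn gave these ranges. List length ran from -0.11 to 0.29 for H3K27ac against H3K4me3, with reversal without H3K27ac at 8 h, replicate 1 (-0.11) and H3K4me3 at 15 h, replicate 2 (-0.02). It ran from -2.38 to -1.46 for H3K27me3 against H3K4me3, past the threshold except without H3K4me3 at 8 h, replicate 1 (-1.54) or H3K27me3 at 8 h (-2.38). It ran from -2.50 to -1.46 for H3K27me3 against H3K27ac, past the threshold except without H3K27ac at 8 h, replicate 1 (-1.46), H3K27ac at 36 h, replicate 1 (-1.66) or 2 (-1.67), H3K27me3 at 8 h (-2.50) or H3K27me3 at 36 h, replicate 1 (-1.62). Clustering ran from -7.51 to 9.23 points for H3K27me3, reversed only without its 8 h library, and from 0.09 to 9.80 for H3K27ac. The excess of replicate similarity ran from -2.70 to 14.0 points in H3K4me3, reversed without either 36 h library (-2.64 and -2.70), from 13.1 to 27.2 in H3K27ac, from 2.03 to 5.95 in H3K27me3, and from 7.48 to 13.1 over all marks, where every exact permutation p was 0.0231 or less.

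The log2 ratio of regions of exactly 2 libraries ran from 0.38 to 1.52. The unadjusted p stayed under 0.05 without H3K4me3 at 8 h (either replicate), H3K4me3 at 15 h, replicate 1, H3K27ac at 8 h, replicate 1, or H3K27me3 at 8 h, and not without any of the other 12 libraries. The cause was not tested. H3K27me3 near H3K4me3 against near H3K27ac ran from -1.77 to 0.0067 points, reversed only without H3K4me3 at 15 h, replicate 2. Both ends of this range came from leaving out a library of an active mark. That made all summits of the remaining replicate the reference, in place of reproducible ones. H3K27ac near H3K4me3, 36 h against 15 h, ran from 23.9 to 37.3 points. The lowest value, without H3K4me3 at 15 h, replicate 2, had the same change of reference. In the designs with 15 splits or 5 libraries no setting could reach the threshold, so their unchanged side says nothing about stability.

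Replicate concordance moved with the sharing distance by construction. At 200 bp it was 56.7%, 59.4% and 88.0% for H3K4me3 at 8, 15 and 36 h, 42.2%, 51.4% and 70.2% for H3K27ac, and 16.4% and 13.5% for H3K27me3 at 15 and 36 h. At 1000 bp it was 68.0%, 74.0%, 94.1%, 63.6%, 69.0%, 80.9%, 32.2% and 31.2% in that order. Equal lengths within each replicate pair moved H3K4me3 at 15 h to 75.5%, H3K27ac at 8 h to 61.0% and H3K27me3 at 15 h to 20.2%; with one length for all lists of a mark, H3K4me3 was 66.3% at 8 h and H3K27ac was 67.4% at 15 h. In the top 50% of each list it was 79.3%, 72.4% and 92.4% for H3K4me3, 52.1%, 64.3% and 82.6% for H3K27ac, and 19.9% for H3K27me3 at 36 h.

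Joining at 1000 bp left 139 stage-restricted H3K4me3 regions and 55 H3K27me3 regions at 15 h. Equal lengths gave 677 H3K27ac regions at 15 h and 1415 at 36 h. The top 50% of each list gave 194 and 211 H3K4me3 regions at 15 and 36 h, 281, 1241 and 235 H3K27ac regions at 8, 15 and 36 h, and 64 H3K27me3 regions at 36 h. The cause of the reversed order of H3K27ac stages was not tested. Concordance and stage-restricted regions need both replicates, so leaving 1 out gives no value. Read numbers per library were not used here, which limits what list lengths can show.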

Other observations

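Of the tests in this part, the spacing of summits at equal lengths, the comparison of shared with unshared H3K27me3 summits and the rank-matched comparison of H3K27ac regions were set before their results were seen; the others were chosen afterwards.

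Single-stage H3K27ac regions lay near H3K4me3 less often than regions found in every H3K27ac library. Of the regions restricted to 8, 15 and 36 h, 14.2%, 12.8% and 37.9% lay within 500 bp of a reproducible H3K4me3 summit of the stage, against 87.0%, 89.2% and 94.0% of the 2863 regions found in every H3K27ac library. Chance values were not computed for regions. Shifted summits of the H3K27ac lists gave 2.14% to 3.05%, and the single-stage shares were above that range. Single-stage regions also had lower summits, with median ranks of 64.0% to 78.6% of the list against 19.8% to 31.5%, and height goes with H3K4me3. Compared within 10 classes of rank, the share was still lower at all 3 stages, by -56.8, -68.7 and -42.7 points (mean -56.1), so rank in these classes is not the whole source. Length was not matched: single-stage regions had median lengths of 84, 34 and 37 bp at 8, 15 and 36 h, against 194 bp. A contribution of length to the difference was not tested. The pattern is consistent with single-stage H3K27ac lying largely outside promoters, which is a hypothesis: without an annotation of this assembly, promoters were not located, and weak summits of chance origin in both replicates were not excluded.

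H3K27me3 summits avoided active marks at 8 h but not later. At 8 h, 0.152% lay near H3K4me3 against 1.59% by chance, while at 15 and 36 h the shares near H3K4me3 and H3K27ac differed from chance by -0.50 to 0.94 points. A candidate explanation is that positions found in a single H3K27me3 list dilute the later lists. Summits shared with another H3K27me3 list did lie near H3K4me3 less often than unshared ones in all 4 libraries, by -1.03 points on average, although on 10 to 29 summits each. As the whole source it is argued against, since the shared summits still lay near H3K4me3 at 1.45% or more, above the upper limit of 0.243% for the 8 h library. A change with stage stays open and rests on 1 library of 8 h.

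H3K4me3 at 8 h, replicate 2, was closer to the libraries of 36 h than to replicate 1. Unequal lengths are not the source: with all lists of the mark at one length it was closer by 11.4 points. A library of 36 h under a wrong label cannot be told apart from an 8 h library: at equal lengths its similarity to the libraries of 36 h was 77.8%, between the replicate pairs of 15 h (75.5%) and 36 h (92.7%). A technical difference behind the division by height may contribute, since in H3K27ac at equal lengths 8 h and 36 h libraries on the same side were also more alike than those on different sides, by 8.76 points. Between 8 and 15 h the same contrast was 5.76 points in H3K27ac but -0.63 in H3K4me3, so the division does not order all pairs. A lower quality of 8 h replicate 1 was not tested.

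The division itself may reflect a calling step that separates neighbouring summits at different distances. With all 12 lists shortened to 7287 summits, the smallest spacing within a list was 235 to 314 bp on the low side and 483 to 726 bp on the high side, a gap of 169 bp between the sides. Read numbers published with the study bear on the division and on every comparison by side, and neither these nor fragment lengths were used here; no biological explanation was tested.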
